A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

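Total RNA from thigh skeletal muscle of 40 male C57BL/6J mice (C57BL\6 in the labels) was profiled on Illumina MouseRef-8 v2.0 beadchips, with 1 array per animal. Per the labels, RNA was extracted with Trizol and cleaned with RNeasy columns, whereas the study's methods name RNeasy purification only. Biotin-labelled cRNA was prepared with the Ambion MessageAmp kit, and the submitters' processing notes name BeadStudio, for which no version is given in the sources used here. The authors quantile-normalised the fluorescence signals over the 40 muscle arrays and deposited the resulting probe intensities on a linear scale. The deposited intensities ran from 47.2 to 32250.5 with a median of 75.7, and the sorted values of the 40 arrays differed by at most 0.5. No background had been subtracted to 0, so that the fold change of a dim probe is compressed towards 1. For arrays, the precision of a group mean is limited by the number of arrays, here 10 per group. The table has no other column of sample values (0 columns). The muscle data only were analysed; the other tissues of the study and its DNA methylation data were not used here.

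Groups came from the diet fields of the labels. They are written as in the study, with the dam's diet first and the offspring's own diet after weaning second, where LF is the low fat diet and HF the high fat diet. Each group held 10 animals. The animals came from 12 cages, which are named in the labels and which the main tests did not model, so that their p-values treat animals of 1 cage as independent. Replicate numbers are shared between the groups but only name animals. The labels also give each animal's weight at 3 weeks, a later weight, blood glucose and body length. The later weight is filed in the labels as a weight at weaning, but its values between 20.38 and 34.06 g exceed those at 3 weeks by 9.77 g or more, and it was treated here as the weight at the end of the experiment.

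The table held 25697 probes. Gene symbols came from the platform annotation, updated through gene identifiers with the gene table of mouse assembly GRCm38.p6, which was used for names only. Of the probes, 23978 had 1 gene symbol (16593 genes), 0 had several and 1719 had none, 16 identifiers were not in the gene table, and 0 symbols changed. Intensities were analysed as log2 values without an offset. A probe was tested if its intensity lay above its array's own median in at least 20 of the 40 arrays, which kept 12467 probes (8690 genes). The table carries no detection p-value, so the array median stood in for one.

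Each comparison of 2 groups was fitted on its 20 arrays with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes with an intensity trend for the variance, after the study's description of a Bayesian test in which the variance depends on the expression level. The study's own test is not named further in the sources used here. The interaction of both diets was fitted on all 40 arrays. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the tested probes, and a probe was called at an adjusted p below 0.05. Body measures were compared by two-sided permutation tests of the difference of means with 100000 resamples, or by exact permutation where a group had fewer than 10 values (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and Python 3.11.15), and adjusted over 17 tests. The smallest p that these resamples can give is 2e-05.

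A total of 37 gene lists (pathways, muscle fibre types and markers of other cell types) was tested with camera in limma, with a preset correlation between genes of 0.01, an intensity trend, and 1 probe per gene, the brightest. Lists with at least 5 measured genes were tested, which left out lymphocyte markers only. P-values of lists were adjusted over the lists of a comparison. In addition, camera was run with an estimated correlation, and fry was run as a test of the list's genes alone. Groups, tests, lists, the rule for naming genes and most alternatives were fixed before the data were examined. Per comparison, the genes named were the 8 largest called changes in each direction, the 5 smallest p-values where fewer than 4 probes were called, and up to 4 members of a list. For the interaction these were the 5 largest changes in each direction and the 5 smallest p-values, and 5 genes called in both post-weaning comparisons were named again. Probes without a gene symbol or with a clone name were counted but not named. Of the list members, those past the test were kept, together with the first 2 members of a called list that had none past the test; this narrowing was made after the values had been seen.

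The alternatives covered the filter, normalisation within the pair, an offset of 50, a background subtraction (each array's percentile 5 removed and 16 added), the variance model, all 40 arrays in 1 fit, array weights, cage as a random block or averaged, later body weight as a covariate, and leaving out each array or cage. Chosen after seeing the data were the fits with an array set as a block or within a set, the fit with array set and cage together, the test with a spread set by intensity alone, the fits with the replicate number as a block, and the fits without arrays high in immune cell markers. The 2 array sets were defined from the data: the first principal component of the 13230 dim probes that the filter left out has a wide gap, and arrays on its sides were taken as set 1 and set 2. Arrays were counted as high in immune cell markers if their lymphocyte or macrophage score, the mean log2 deviation of the list's genes, lay over 0.8 above the median of the 40 arrays. For each comparison, 100 splits of its arrays into groups of the same sizes, the real split included, were fitted in the same way.

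The test was tried on simulated data, with 12467 probes of which 200 were changed, 100 each by 0.3 and by 0.6 on the log2 scale. Recovered were 74 and 96 of these in the comparison of maternal diets on the LF diet, 70 and 95 on the HF diet, 79 and 97 in the comparison of post-weaning diets in offspring of LF dams, 72 and 96 in offspring of HF dams, and 38 and 88 for the interaction. False calls numbered 7, 12, 12, 13 and 2. With no simulated change limma called 0, 0, 0, 1 and 0 probes, while the test with a spread set by intensity alone called 100, 100, 115, 90 and 85. Each probe was simulated with its own observed spread, so that false calls by the latter test were built in. Of 3 shifted lists, camera recovered 3, 3, 3, 2 and 2, and it falsely called 0 of 30, 0 of 29, 1 of 29, 0 of 28 and 0 of 29 lists without shifted genes. The simulated genes were drawn independently of each other, so that these counts do not show how often camera calls lists of correlated genes falsely. In the real arrays, splits other than the real one called a median of 7, 6, 7, 7 and 6 lists.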

Results

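Gene expression in thigh skeletal muscle was compared between 40 male mice at the end of an experiment in which dams ate a low fat (LF) or a high fat (HF) diet and their sons were fed LF or HF after weaning. Each of the 4 groups, LF_LF, LF_HF, HF_LF and HF_HF (dam's diet first), held 10 mice with 1 array each. The arrays were alike in their overall profile, with pairwise correlations across probes of 0.964 to 0.996 and a median of 0.989 within groups and 0.988 between groups. The arrays nevertheless fell into 2 sets that the labels do not name. On the first principal component of the 13230 dim probes that were not tested, which held 20.8% of their variance, no array lay between -4.36 and 2.17, and the next largest gap was 1.30. Set 1 held 17 arrays and set 2 held 23. Set 1 took up 2 of the 10 LF_LF arrays, 4 of the LF_HF, 6 of the HF_LF and 5 of the HF_HF arrays, and 10 of the 12 cages had animals in both sets. With group in the fit, 3498 of the 12467 tested probes differed between the sets, so that counts of probes with the set as a block are given, and for gene lists the values within each set where a call ends or turns there.

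**Figure D1:**
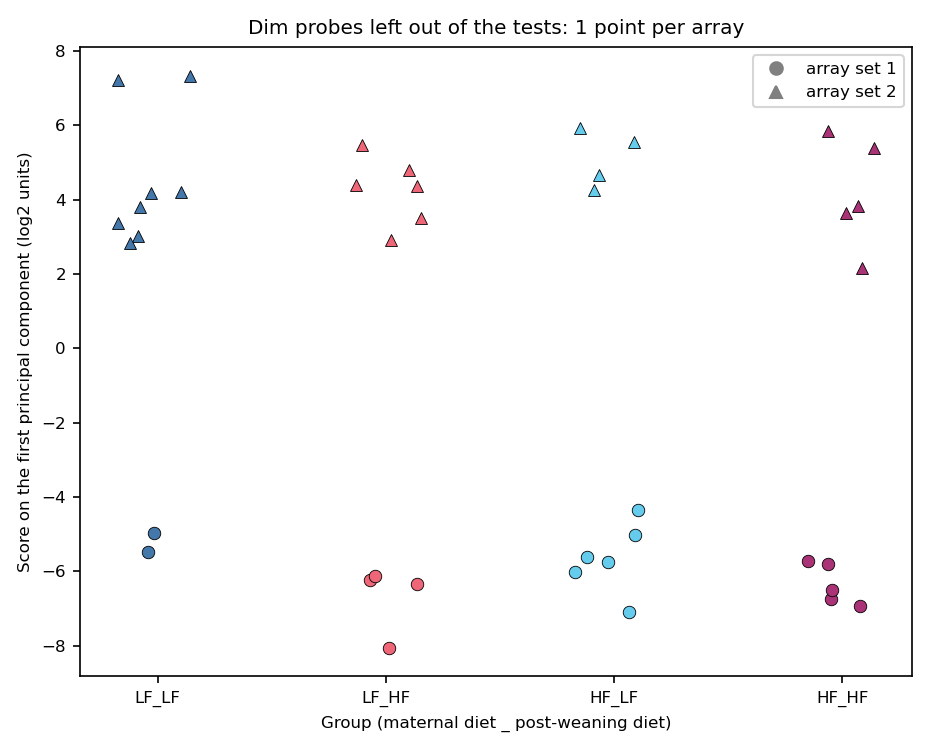
Score of each array on the first principal component of the 13230 dim probes left out of the tests (vertical axis, log2 units), by group (horizontal axis), with circles for array set 1 and triangles for array set 2. A gap from -4.36 to 2.17 separates the sets, and LF_LF has 2 arrays in set 1 against 6 in HF_LF.

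Marker scores of slow fibres and of other cell types also varied between animals. Slow fibre markers differed most between animals of a group, with a mean score (log2 deviation from the mean of all arrays) of -0.333 ± 0.724 (SD, n = 10) in LF_LF, 0.457 ± 0.441 in LF_HF, -0.217 ± 0.836 in HF_LF and 0.0935 ± 0.5 in HF_HF. Lymphocyte markers were high in 2 LF_LF arrays, replicates 2 and 5, with scores of 0.933 and 1.15 against at most 0.116 in the other arrays. Macrophage markers were high in LF_HF replicate 6, with a score of 1.22.

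The body measures show what the diets did to the animals whose muscle was profiled. At 3 weeks, before their own diets differed, sons of HF dams weighed 11.27 ± 1.09 g (SD, n = 20) and sons of LF dams 9.38 ± 0.965 g (n = 20), a difference of 1.89 ± 0.326 g (SE; permutation p = 4e-05, adjusted p = 0.000204), and all 20 sons of HF dams were above the mean of the others. The HF diet after weaning raised the later weight by 5.64 ± 0.691 g in sons of LF dams and by 6.78 ± 0.779 g in sons of HF dams (adjusted permutation p = 0.000204 for both, higher in 10 of 10). The later weights were 24.69 ± 1.16 g in LF_LF, 30.33 ± 1.86 g in LF_HF, 23.74 ± 1.81 g in HF_LF and 30.53 ± 1.68 g in HF_HF. Sons of HF dams gained less after 3 weeks, 12.82 ± 1.5 g against 15.12 ± 1.01 g on the LF diet (difference -2.31 ± 0.571 g, adjusted permutation p = 0.00112, lower in 10 of 10) and 18.91 ± 1.36 g against 21.15 ± 1.40 g on the HF diet (difference -2.24 ± 0.618 g, adjusted permutation p = 0.00663, lower in 9 of 10). The later weight itself was not shown to differ by maternal diet (differences of -0.952 and 0.197 g, adjusted permutation p = 0.252 and 0.806). Gain is the later weight minus that at 3 weeks, which was 10.93 g in HF_LF against 9.57 g in LF_LF and 11.61 g in HF_HF against 9.18 g in LF_HF. The smaller gain thus contains the higher start and is not a result separate from it.

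Mice fed HF were also longer, by 2.6 ± 0.790 mm in sons of LF dams (adjusted permutation p = 0.0117, longer in 9 of 10) and by 4.62 ± 0.750 mm in sons of HF dams (adjusted exact permutation p = 0.000259, longer in 8 of 8). Length by maternal diet differed by -1.7 mm on the LF diet (adjusted permutation p = 0.0932) and by 0.325 mm on the HF diet (adjusted exact permutation p = 0.806). Blood glucose was 206.1 ± 34.7, 221.8 ± 29.3, 194 ± 24.1 and 188.5 ± 42.9 mg/dl in LF_LF, LF_HF, HF_LF and HF_HF, and none of its 4 differences of means passed the test (adjusted permutation p = 0.0932 to 0.806). By maternal diet on the HF diet glucose differed by -33.3 ± 16.4 mg/dl in means (adjusted permutation p = 0.0932), whereas the difference of medians, -43 mg/dl, passed (adjusted permutation p = 0.0139), and with 1 value per cage it was -43.67 mg/dl (exact permutation p = 0.0571, adjusted p = 0.108). With 1 value per cage the differences in weight, gain and length had adjusted permutation p of 0.054 or above. Cages with both post-weaning diets gave a value to each group, and their pairing was not used. Weight at 3 weeks, on 6 against 6 cages, had an unadjusted p of 0.013; the smallest p that can be reached is 0.0286 for 4 against 4 cages and 0.0159 for 4 against 5.

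**Figure D2:**
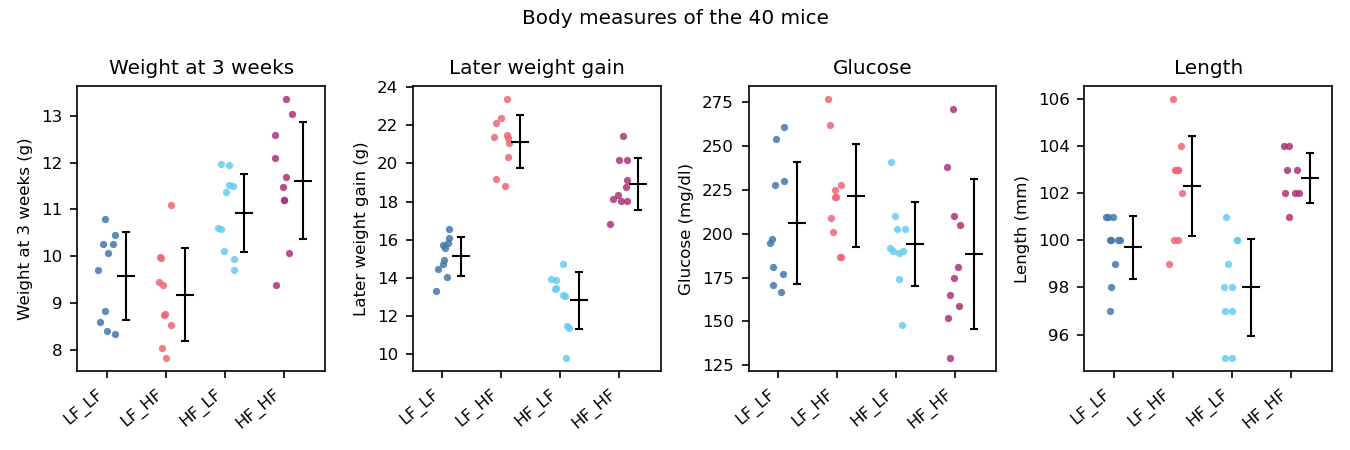
Weight at 3 weeks (g), later weight gain (g), glucose (mg/dl) and length (mm) of each mouse by group, with the group mean and SD beside the points (10 mice per group, 8 for the length of HF_HF). Gain averages 21.15 g in LF_HF and 18.91 g in HF_HF against 15.12 g in LF_LF and 12.82 g in HF_LF; the axes do not start at 0.

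The HF diet after weaning changed the muscle of sons of LF dams. Genes of fatty acid use rose together: Acot1, a cytosolic acyl-CoA thioesterase, rose from an intensity of 167.7 ± 43.8 to 375.7 ± 103 (SD, n = 10; log2 change 1.16 ± 0.16 SE, adjusted p = 0.000142), and Fabp3, the fatty acid-binding protein of heart and muscle, from 7034 ± 1860 to 14347 ± 2306 (1.06 ± 0.13, adjusted p = 6.14e-05). Bdh1, a mitochondrial enzyme of ketone body use, rose by 0.96 ± 0.16 (adjusted p = 0.00109), and Rab15, a small GTPase of endosomes, by 1.14 ± 0.12 (adjusted p = 1.4e-05). Tnfrsf12a, the receptor of the cytokine TWEAK, rose by 0.98 ± 0.16 (adjusted p = 0.00101). These 5 genes were higher in 10 of 10 LF_HF arrays than the LF_LF mean. Among 12467 probes 521 were called (419 genes), 299 higher and 222 lower on HF, with a median fold change of 1.19 and an 80% range of 1.12 to 1.44 up to a largest of 2.49; 29 of the called probes had no gene symbol. At an unadjusted p below 0.05 there were 2164 probes (17.4%).

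Of the 22 measured genes of beta-oxidation, 13 rose and none fell, 17 rose when adjusted over the list alone, and the list's median was 0.339 (camera adjusted p = 1.16e-22, and adjusted p = 0.00293 with an estimated correlation). It included Acaa2, the mitochondrial thiolase (0.70 ± 0.12), Acadl, the long-chain acyl-CoA dehydrogenase (0.64 ± 0.09), Ech1, a dienoyl-CoA isomerase (0.64 ± 0.08) and Decr1, a dienoyl-CoA reductase (0.50 ± 0.09), with adjusted p of 0.00155, 0.000305, 7.57e-05 and 0.00258. Among 16 PPAR-responsive genes of muscle 8 rose, also 8 when adjusted over the list alone, including Acot1, Fabp3, Acaa2 and Plin5, a lipid droplet protein (0.84 ± 0.13, adjusted p = 0.000773); the median was 0.251 (adjusted p = 6.98e-11, and adjusted p = 0.0655 with an estimated correlation). Oxidative phosphorylation rose on a smaller scale, with 9 of 69 genes called, 25 when adjusted over the list alone, and a median of 0.108 (adjusted p = 8.54e-16, and adjusted p = 0.00293 with an estimated correlation), among them Ndufa8 of complex I (0.28 ± 0.05), Cyc1 (0.24 ± 0.05), Cox7a1 (0.23 ± 0.05) and Atp5d (0.19 ± 0.04). Of 21 citrate cycle genes 3 rose, Mdh1 (0.46 ± 0.09), Dlst (0.26 ± 0.06) and Sdhb (0.22 ± 0.05), or 9 when adjusted over the list alone, with a median of 0.135 (adjusted p = 2.38e-05, and adjusted p = 0.0338 with an estimated correlation). The medians of these 4 lists within set 1 were 0.256, 0.313, 0.0943 and 0.0477, and within set 2 0.376, 0.316, 0.104 and 0.129, each with an adjusted p of 0.0202 or below.

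Slow fibre genes were higher by a wider margin but with a wide spread between animals. The split of these arrays by diet correlated with the slow fibre score at 0.571. No fit held this score, so that the other changes of this comparison were not separated from slow fibre content by a fit. The slow fibre scores of LF_LF and LF_HF overlapped. Those of beta-oxidation did not, at -0.034 or below in every LF_LF array and 0.0405 or above in every LF_HF array. Csrp3, the muscle LIM protein, rose by 1.29 ± 0.34 (adjusted p = 0.0345), Atp2a2, the calcium pump of slow fibres, by 1.15 ± 0.31 (adjusted p = 0.0378), Smtnl1 by 0.73 ± 0.15 (adjusted p = 0.0061) and Mb, myoglobin, by 0.48 ± 0.09 (adjusted p = 0.00246). In all, 5 of the 16 measured genes rose, 15 when adjusted over the list alone, and the median was 0.925 (adjusted p = 1.63e-12, and adjusted p = 0.167 with an estimated correlation), 0.408 within set 1 and 0.956 within set 2. No fast fibre list call was made (adjusted p = 0.264), although 1 of its 18 measured genes rose and 3 fell. Calcium handling, which shares Atp2a2 with the slow fibre list, had 4 genes up and 4 down and was not called (median -0.0724, mean 0.0361, adjusted p = 0.206).

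Chaperones formed another group. Hspb7, a small heat shock protein of muscle, rose by 0.97 ± 0.19 (adjusted p = 0.00508), Hspa1a, the inducible HSP70, by 0.80 ± 0.16 (adjusted p = 0.00455), Cryab, the alpha B crystallin, by 0.62 ± 0.11 (adjusted p = 0.00255) and Hspb1 by 0.41 ± 0.10 (adjusted p = 0.0224). Of 23 measured genes 6 rose, 12 when adjusted over the list alone, and the median was 0.216 (adjusted p = 1.24e-11, and adjusted p = 0.00906 with an estimated correlation), 0.114 within set 1 and 0.237 within set 2. Markers of other cell types moved as well. Of 18 endothelial genes 4 rose, 6 when adjusted over the list alone (median 0.107, adjusted p = 2.38e-05, and adjusted p = 0.167 with an estimated correlation), namely the surface proteins Eng (0.34 ± 0.06), Emcn (0.32 ± 0.05) and Flt1 (0.22 ± 0.06), and the transcription factor Sox18 (0.31 ± 0.07). Pank1, a pantothenate kinase, rose by 0.48 ± 0.13 (adjusted p = 0.0394) and with Cox7a1 made up the 2 of 8 brown adipocyte genes that rose, 4 when adjusted over the list alone (median 0.187, adjusted p = 0.00241, and adjusted p = 0.146 with an estimated correlation); both are also genes of muscle mitochondria or metabolism. Acta2, smooth muscle actin, rose by 0.44 ± 0.10 (adjusted p = 0.013), and Car2, a carbonic anhydrase of red blood cells, by 0.23 ± 0.05 (adjusted p = 0.0111), without a call of their lists (adjusted p = 0.0911 and 0.266).

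Connective tissue genes had list calls without called members. For the extracellular matrix list the median was 0.153 over 29 genes (adjusted p = 0.0007, and adjusted p = 0.457 with an estimated correlation), 0.00618 within set 1 (adjusted p = 0.987) and 0.174 within set 2 (adjusted p = 3.11e-05), with Timp1 at 0.54 ± 0.24 (adjusted p = 0.248) and Bgn at 0.30 ± 0.14 (adjusted p = 0.276). LF_HF replicate 6, the array high in macrophage markers, had a matrix score of 0.566 against 0.163 in the next array of its group, and without the 3 arrays high in immune cell markers the list's median was 0.0834 (adjusted p = 0.00919) and Timp1 differed by 0.25. The tendon list, with Chad at 0.62 ± 0.29 (adjusted p = 0.282) and Fmod at 0.27 ± 0.19 (adjusted p = 0.507), had a median of 0.129 over 8 genes (adjusted p = 0.0296, and adjusted p = 0.457 with an estimated correlation), but -0.0573 within set 1, and with the set as a block its adjusted p was 0.0611; without the immune-high arrays its median was 0.0312 and the call ended (adjusted p = 0.237). For immediate early genes, with Atf3 at 0.50 ± 0.16 (adjusted p = 0.0743) and Socs3 at 0.39 ± 0.17 (adjusted p = 0.228), the median was 0.0667 over 17 genes (adjusted p = 0.0188, and adjusted p = 0.178 with an estimated correlation), and 2 rose when adjusted over the list alone; within set 1 the median was 0.0638 (adjusted p = 0.345) and within set 2 0.131 (adjusted p = 0.021).

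The genes that fell on HF were of other kinds. Cyp2e1, a cytochrome P450 that oxidises ethanol and ketone bodies, fell by 1.32 ± 0.24 (adjusted p = 0.00228) from an intensity of 1000.8 ± 646.8 to 350.53 ± 64.54 (SD, n = 10), and Ces1d, a carboxylesterase with lipase activity, fell by 1.15 ± 0.26 (adjusted p = 0.0132). The highest Cyp2e1 intensities of LF_LF, 1928.3 and 2393.5 against 446.5 to 1065.8, were in replicates 2 and 5, whose white adipocyte scores were also the highest (0.682 and 0.755), and without the immune-high arrays Cyp2e1 fell by 0.94 (adjusted p = 0.000918) and Ces1d fell by 0.75 (adjusted p = 0.0328). Decreases were also called for the glutamate transporter Slc1a3 (-0.79 ± 0.23), the adhesion protein Cntnap2 (-0.64 ± 0.13), the cardiac actin Actc1 (-0.60 ± 0.17), the methyltransferase Inmt (-0.57 ± 0.11) and the sialidase Neu2 (-0.56 ± 0.10), with adjusted p of 0.0479, 0.0061, 0.049, 0.0048 and 0.00205; without the immune-high arrays Slc1a3 fell by 0.41 (adjusted p = 0.0357). In the list of FoxO and glucocorticoid response genes 4 of 27 fell, the growth arrest gene Gadd45g (-0.69 ± 0.14), Igfbp5, an IGF-binding protein (-0.45 ± 0.06, adjusted p = 0.000101), the translation repressor Eif4ebp1 (-0.32 ± 0.09) and Klf9 (-0.20 ± 0.05), and 1 rose and 4 fell when adjusted over the list alone (median -0.0829, adjusted p = 0.0374, and adjusted p = 0.457 with an estimated correlation or 0.0871 without the immune-high arrays; -0.165 within set 1 and -0.0502 within set 2, adjusted p = 0.000144 and 0.174). In the circadian clock list Ciart (-0.53 ± 0.14) and Rora (-0.24 ± 0.07) fell, also 2 when adjusted over the list alone (18 genes, median -0.126, adjusted p = 0.0275, and adjusted p = 0.374 with an estimated correlation). Cytosolic ribosomal proteins were slightly lower, with 2 of 39 called, Rpl22 (-0.22 ± 0.06) and Rpl24 (-0.13 ± 0.04), 2 also when adjusted over the list alone, and a median of -0.0906 (adjusted p = 1.09e-06, and adjusted p = 0.207 with an estimated correlation), which was -0.0231 within set 1 (adjusted p = 0.345) and -0.0941 within set 2.

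In this comparison 422 probes were called with the array set as a block, 395 of them shared with the 521. The count depended on single cages, with 59 probes without cage 11, 146 without cage 4 and 264 without cage 6, and on the array LF_LF replicate 4, without which 337 were called. With 1 value per cage 149 probes were called, 96 higher and 53 lower. Within the cages that held both diets, which left 10 arrays, 108 were called, 97 of them among the 521, and they were 91 higher and 17 lower, so that 84.3% were higher against 57.4% in the main test. Of the genes named for this comparison, called there were Acot1, Fabp3, Bdh1, Rab15, Tnfrsf12a, Acaa2, Acadl, Ech1, Plin5, Cyc1, Smtnl1, Mb, Cntnap2, Inmt and Igfbp5; of the 83 named values of both post-weaning comparisons 44 lost their call in such cages and 3, none of them called before, turned. The number of lists called, 14 of 36, was reached by 13 of 100 splits of the same arrays. Of these splits, the real one included, as small a p was had by 1 for beta-oxidation, PPAR-responsive genes and heat shock, 2 for the citrate cycle and oxidative phosphorylation, 3 for brown adipocytes and endothelium, 4 for slow fibre and ribosomal proteins, 6 for immediate early genes, 14 for the clock, 26 for tendon, 27 for FoxO and 30 for extracellular matrix, so that the last 5 do not stand above other splits. Without the immune-high arrays, which left 17 arrays, Atp2a2 (adjusted p = 0.0647), Actc1 (0.0818), Pank1 (0.071), Eif4ebp1 (0.16), Rpl22 (0.095) and Rpl24 (0.101) were no longer called. The log2 changes of Atp2a2 (1.147 before and 1.158 after), Actc1 (-0.602 and -0.603) and Pank1 (0.484 and 0.494) did not shrink. Those of Eif4ebp1 (-0.316 and -0.243), Rpl22 (-0.219 and -0.205) and Rpl24 (-0.132 and -0.119) did. Over the 44 alternatives and left-out arrays or cages, Slc1a3 and Actc1 were not called in 29 each (adjusted p up to 0.291 and 0.712), Eif4ebp1 and Rora in 27 (0.758 and 0.608), Pank1, Rpl22 and Rpl24 in 26 (0.901, 0.666 and 0.977), Atp2a2 in 25 (0.422), Csrp3 and Flt1 in 22 (0.487 and 0.737) and Ciart in 19 (0.68); the other named calls of this comparison were lost in 9 or fewer.

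**Figure D3:**
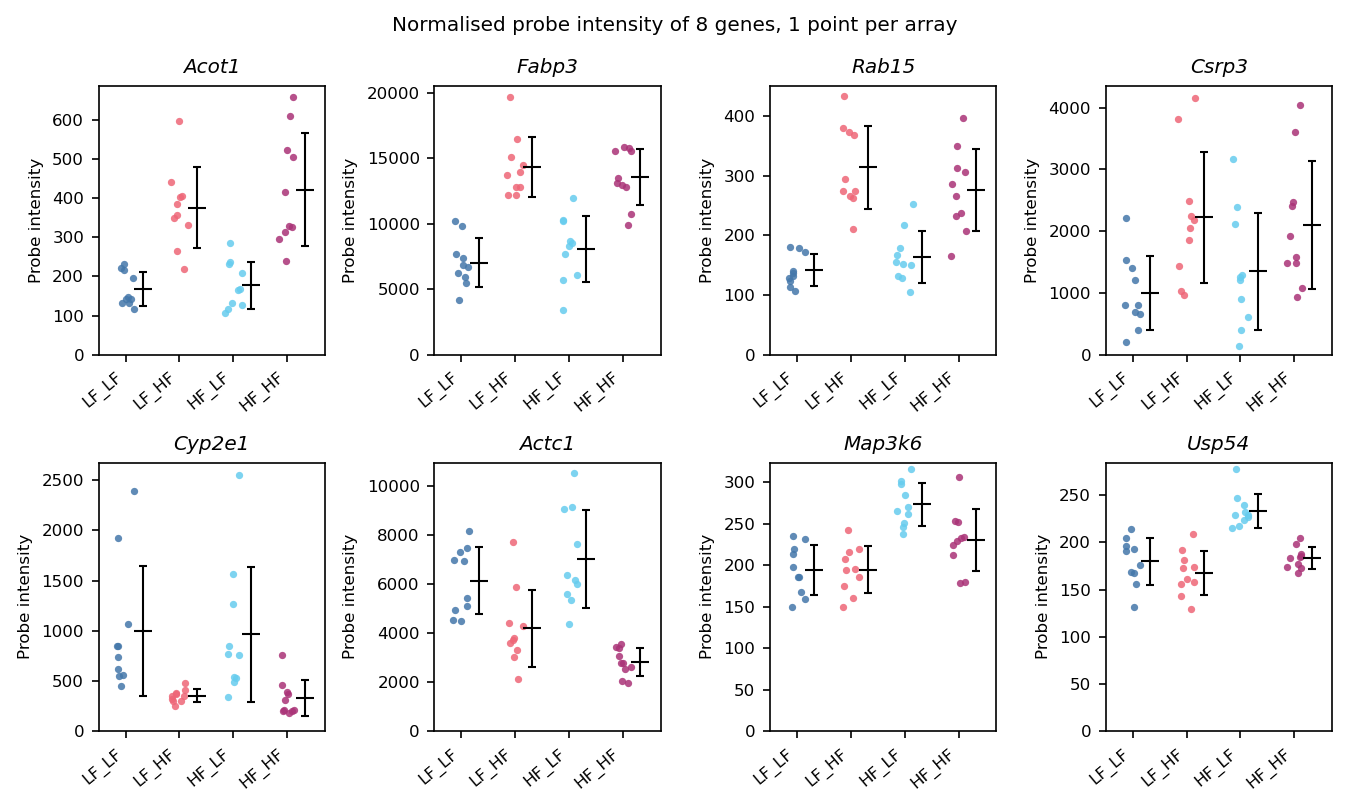
Normalised probe intensity (vertical axes) of 8 genes, 1 point per array, by group (horizontal axes), with mean and SD beside the points (10 arrays per group). Fabp3 averages 14347 in LF_HF and 13575 in HF_HF against 7034 in LF_LF and 8081 in HF_LF, while Actc1 averages 2817 in HF_HF and 7013 in HF_LF.

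In sons of HF dams the same diet change gave fewer calls, again with fatty acid genes among them; the interaction test, given last, called 0 probes by limma with 647 at an unadjusted p below 0.05, so that a difference between the responses was not shown for single genes. Acot1 rose by 1.25 ± 0.20 (adjusted p = 0.00397), Fabp3 by 0.81 ± 0.16 (adjusted p = 0.0261), Acot2, its mitochondrial counterpart among thioesterases, by 0.57 ± 0.10 (adjusted p = 0.0119) and Ech1 by 0.55 ± 0.10 (adjusted p = 0.0223). Rab15 rose by 0.76 ± 0.15, Snai3, a transcriptional repressor, by 0.67 ± 0.15, Cryab by 0.54 ± 0.11, and Fbp2, the muscle fructose bisphosphatase, by 0.47 ± 0.10, with adjusted p of 0.0251, 0.0482, 0.0305 and 0.0261. All 8 were higher in 10 of 10 HF_HF arrays than the HF_LF mean. In the other direction Actc1 fell by 1.29 ± 0.14 (adjusted p = 5.16e-05), from 7013.1 ± 1986 to 2817.4 ± 554.5 (SD, n = 10), and Cyp2e1 fell by 1.45 ± 0.31 (adjusted p = 0.038). The highest Cyp2e1 intensities of HF_LF and HF_HF, 2555.7 in replicate 2 and 760.3 in replicate 1, were in the arrays with the highest white adipocyte scores of their groups (0.458 and 0.541). Smaller decreases were called for Hbegf, a growth factor (-0.44 ± 0.09), Neu2 (-0.43 ± 0.09), Grb10, an adaptor that inhibits insulin receptor signalling (-0.40 ± 0.08), the deubiquitinase family member Usp54 (-0.35 ± 0.05, adjusted p = 0.00155), the mitochondrial sulfurtransferase Tst (-0.33 ± 0.07) and Ndufaf5, an assembly factor of complex I (-0.32 ± 0.07).

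In total 45 probes (37 genes) were called, 28 higher and 17 lower, with a median fold change of 1.29 and a largest of 2.9; 1417 probes (11.4%) had an unadjusted p below 0.05. With the array set as a block 69 were called, among them all 45. The calls rested on few animals: 10 were left without HF_LF replicate 5, 16 without HF_HF replicate 4, 25 without HF_LF replicate 2, 27 without HF_HF replicate 9, and 1 without cage 23, 21 without cage 21, 23 without cage 10 and 28 without cage 12. In the cages that held both diets, with 13 arrays, 19 probes were called, 14 higher and 5 lower (73.7% higher against 62.2%), 8 of them among the 45; of the named genes Acot1, Rab15, Cryab and Actc1 were called there. Over 43 alternatives and left-out arrays or cages, Ndufaf5 was not called in 27 (adjusted p up to 0.592), Snai3 in 25 (0.661), Cyp2e1 in 20 (0.581), Cryab in 19 (0.472), Neu2 in 14 (0.424), Fbp2 in 13 (0.525), Tst in 12 (0.484) and Fabp3 in 10 (0.379), and the other named calls in 9 or fewer. With 1 value per cage and diet, which leaves the pairing within cages unused, 0 probes were called by limma, with 989 (7.93%) at an unadjusted p below 0.05. The test with a spread set by intensity alone called 292 from single animals.

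Of the gene lists, 10 were called with the preset correlation and none with an estimated one, and 25 of 100 splits called as many. As small a p was had by 3 of the splits for beta-oxidation, PPAR-responsive genes and the clock, 4 for smooth muscle, 9 for brown adipocytes, 11 for heat shock, 13 for extracellular matrix, 20 for FoxO, 36 for oxidative phosphorylation and 47 for slow fibre. Within set 2 the calls of heat shock (median 0.0377, adjusted p = 0.144), brown adipocytes (0.136, 0.116), oxidative phosphorylation (0.0602, 0.116) and slow fibre (0.201, 0.245) ended, and within set 1 those of smooth muscle (0.0659, 0.152) and the clock (-0.0195, 0.0632). Of 16 PPAR-responsive genes 3 rose, 9 when adjusted over the list alone (median 0.333, adjusted p = 2.35e-11, and adjusted p = 0.232 with an estimated correlation), and of 22 beta-oxidation genes 1 rose, 12 when adjusted over the list alone (median 0.233, adjusted p = 8.16e-11, and adjusted p = 0.232 with an estimated correlation). The medians of these lists were 0.409 and 0.243 within set 1 and 0.229 and 0.186 within set 2. Chaperones had 1 called gene, Cryab, and 5 when adjusted over the list alone (median 0.0719, adjusted p = 0.0042, and adjusted p = 0.304 with an estimated correlation). Lower were the circadian clock list, with Ciart at -0.48 ± 0.12 (adjusted p = 0.0878) and Per1 at -0.43 ± 0.10 (adjusted p = 0.0544), and the FoxO list, with Ddit4 at -0.64 ± 0.22 (adjusted p = 0.244) and Gadd45g at -0.48 ± 0.14 (adjusted p = 0.166). Their medians were -0.0509 (adjusted p = 0.0042, and adjusted p = 0.232 with an estimated correlation) and -0.0926 (adjusted p = 0.00495, and adjusted p = 0.402 with an estimated correlation), and when adjusted over the list alone 5 clock genes fell, and 7 FoxO list genes fell and 1 rose.

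Extracellular matrix genes were lower in HF_HF than in HF_LF, with Col3a1, the fibrillar collagen III chain, at -0.90 ± 0.24 (adjusted p = 0.101) and Col1a2 at -0.61 ± 0.25 (adjusted p = 0.34), and a median of -0.124 (adjusted p = 3.62e-05, and adjusted p = 0.376 with an estimated correlation); the median was -0.286 within set 1 but 0.0201 within set 2, and when adjusted over the list alone 1 gene rose and 4 fell. Slow fibre genes, with Csrp3 at 0.93 ± 0.42 (adjusted p = 0.4) and Ankrd2 at 0.62 ± 0.37 (adjusted p = 0.557), had a median of 0.359 (adjusted p = 0.0133, and adjusted p = 0.871 with an estimated correlation), and with the set as a block their adjusted p was 0.0705. Oxidative phosphorylation had a median of 0.0431, with 50 of 69 members higher and 19 lower (adjusted p = 0.0024, and adjusted p = 0.566 with an estimated correlation). The 2 members with the largest changes went against the list, Ndufb4 at -0.28 ± 0.23 (adjusted p = 0.699) and Cycs at -0.26 ± 0.26 (adjusted p = 0.762). The brown adipocyte list, with Pank1 at 0.43 ± 0.15 (adjusted p = 0.246) and Cidea at 0.34 ± 0.10 (adjusted p = 0.173), had a median of 0.118, with 2 genes up when adjusted over the list alone (adjusted p = 0.00676, and adjusted p = 0.333 with an estimated correlation). For smooth muscle and pericytes, with Acta2 at 0.35 ± 0.09 (adjusted p = 0.0822) and Rgs5 at 0.24 ± 0.09 (adjusted p = 0.304), the median was 0.0625, with 1 gene up when adjusted over the list alone (adjusted p = 0.0187, and adjusted p = 0.232 with an estimated correlation).

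**Figure D4:**
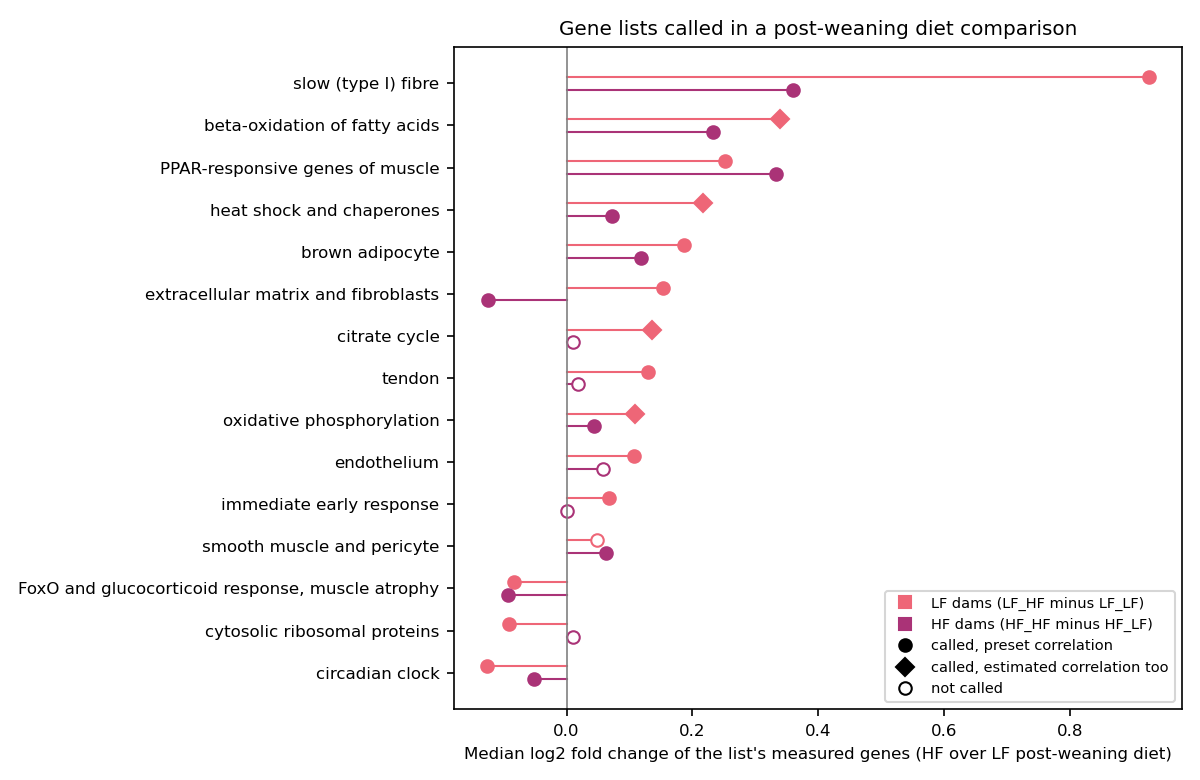
Median log2 fold change, HF over LF post-weaning diet, of the measured genes of each list called in a post-weaning comparison (horizontal axis), in sons of LF dams and of HF dams, with filled symbols for lists called by camera, diamonds for those called also with an estimated correlation and open symbols for lists not called. Beta-oxidation lies at 0.339 and 0.233 and slow fibre at 0.925 and 0.359, while extracellular matrix lies at 0.153 and -0.124, and the latter is 0.0201 within array set 2.

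The responses to the post-weaning diet overlapped between sons of LF and HF dams, which shared no array and no cage. Acot1, Rab15 and Fabp3 rose and Cyp2e1 and Actc1 fell in both. Of the 521 and 45 called probes 23 were shared, all in the same direction, 19 higher and 4 lower, where independent lists would share 0.672 and 0.303. Of the 521 probes 474 had the same sign in sons of HF dams, and 43 of the 45 in sons of LF dams. Across probes, which are not independent replicates, the fold changes correlated with r = 0.515 (SE 0.191 from leaving out arrays) and a rank correlation of 0.349, and with the set as a block with r = 0.486 and 27 shared probes.

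Maternal diet had few detectable effects on the muscle of sons fed LF. Map3k6, a MAP kinase kinase kinase, was higher in sons of HF dams, at 273.32 ± 25.76 against 194.55 ± 30.04 (SD, n = 10; log2 difference 0.50 ± 0.08, adjusted p = 0.0229), and so was the transcription factor Sox13, at 125.04 ± 4.19 against 106.63 ± 7.41 (0.23 ± 0.04, adjusted p = 0.0415), both in 10 of 10 arrays. These were the 2 probes called among 12467, and 1024 probes (8.21%) had an unadjusted p below 0.05. Next were Usp54 at 0.39 ± 0.07 (adjusted p = 0.0534), the pseudokinase Trib2 at -0.48 ± 0.09 (adjusted p = 0.0534) and Usp2, a deubiquitinase with a daily rhythm, at 0.32 ± 0.06 (adjusted p = 0.0658), which did not pass. Within set 1 and set 2 Map3k6 differed by 0.40 and 0.45 and Sox13 by 0.14 and 0.24, but with the set as a block neither was called (adjusted p = 0.14 and 0.185; over all alternatives and left-out arrays or cages, Map3k6 ran from 6.04e-07 to 0.997 and Sox13 from 0.0111 to 0.997, with log2 differences of 0.40 to 0.62 and 0.14 to 0.37), and 0 probes were called by limma then, with 580 (4.65%) at an unadjusted p below 0.05. Leaving out 1 array moved the count by over 1.5 times in 13 of 20 cases, to 0 without HF_LF replicate 1, 2 or 7 or LF_LF replicate 4, 7 or 10, to 1 without HF_LF replicate 3, 5, 6 or 10 or LF_LF replicate 8, and to 6 without LF_LF replicate 3 or HF_LF replicate 8. Without a cage it was 0 (cage 4, 6, 10, 11 or 23), 6 (cage 20) or 9 (cage 8). With 1 value per cage 2 probes were called, and 0 of them were shared with the main test, so that Map3k6 and Sox13 were not called at the level of cages.

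On the LF diet 4 lists were called with the preset correlation and none with an estimated one, and 79 of 100 splits of the arrays called as many. As small a p was had by 1 of the splits for the clock, 3 for FoxO, 9 for ribosomal proteins and 12 for extracellular matrix. Genes of the FoxO and glucocorticoid response were higher in sons of HF dams, with 12 of 27 higher when adjusted over the list alone but none over all probes, a median of 0.131 (adjusted p = 1.09e-07, and adjusted p = 0.0858 with an estimated correlation), 0.0301 within set 1 (adjusted p = 0.424) and 0.207 within set 2 (adjusted p = 6.41e-09). Examples were Fkbp5, a glucocorticoid-induced chaperone of the steroid receptors, at 0.73 ± 0.16 (adjusted p = 0.107), and the transcription factor Foxo1 at 0.59 ± 0.14 (adjusted p = 0.132). Clock genes had a median of 0.06 (adjusted p = 0.0161, and adjusted p = 0.226 with an estimated correlation), -0.00664 within set 1 (adjusted p = 0.651) and 0.0579 within set 2 (adjusted p = 0.012), with 5 higher and 1 lower when adjusted over the list alone, among them Per1, which is on both lists, at 0.48 ± 0.11 (adjusted p = 0.0981) and Noct at 0.43 ± 0.09 (adjusted p = 0.0994). Ribosomal proteins were lower, with Rps2 at -0.20 ± 0.07 (adjusted p = 0.473), Rps6 at -0.19 ± 0.08 (adjusted p = 0.561) and a median of -0.0673 (adjusted p = 3.8e-05, and adjusted p = 0.644 with an estimated correlation), which was 0.00826 within set 1. The LF_LF replicates 2 and 5 had the highest ribosomal scores of their group (0.111 and 0.208 against at most 0.0644). Without these arrays the ribosomal median was -0.0303 and the clock median 0.038, and their calls ended (adjusted p = 0.0713 and 0.0546). The extracellular matrix list, with Col3a1 at 0.41 ± 0.21 (adjusted p = 0.61) and Col1a2 at 0.31 ± 0.23 (adjusted p = 0.721), had a median of 0.106 (adjusted p = 0.000616, and adjusted p = 0.644 with an estimated correlation), and with the set as a block its adjusted p was 0.158, with medians of 0.102 within set 1 (adjusted p = 0.167) and 0.0223 within set 2 (adjusted p = 0.424). Of the 4 lists, 0 were called by camera within set 1 and 3 within set 2. Slow fibre genes were not called (adjusted p = 0.382), and their median ran from -0.958 within set 1 to 0.854 within set 2.

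In sons fed HF no probe was called for maternal diet by limma, with 903 (7.24%) at an unadjusted p below 0.05 and a smallest adjusted p of 0.197, while the test with a spread set by intensity alone called 174. The smallest p-values belonged to Nudt18, a nucleotide hydrolase, at 0.40 ± 0.07 (adjusted p = 0.197), Ppp1r27, a phosphatase regulator, at -0.57 ± 0.11, the corepressor Hr at 0.30 ± 0.06, Inmt at 0.82 ± 0.18 and the transferrin receptor Tfrc at -0.50 ± 0.11 (adjusted p = 0.211 for each of these 4). All 5 pointed the same way in 10 of 10 HF_HF arrays, which is likely for genes picked for their p-values in these same arrays. Without cage 23, 4 probes were called, and 1 without LF_HF replicate 1.

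On the HF diet 9 lists were called with the preset correlation, none with an estimated one, and 32 of 100 splits called as many; no member passed the test over all probes. As small a p was had by 1 of the splits for heat shock, 6 for oxidative phosphorylation and FoxO, 9 for extracellular matrix, 12 for slow fibre, 14 for the clock, 18 for the citrate cycle, 24 for ribosomal proteins and 28 for tendon. Heat shock genes were lower in sons of HF dams, with Hspa1a at -0.46 ± 0.14 (adjusted p = 0.427), Dnajb4 at -0.33 ± 0.14 (adjusted p = 0.619) and a median of -0.119 (adjusted p = 8.57e-07, and adjusted p = 0.0566 with an estimated correlation), -0.0919 within set 1 and -0.133 within set 2. The FoxO list was higher as a whole, with the ubiquitin ligases Fbxo32 at 0.75 ± 0.23 (adjusted p = 0.427) and Trim63 at 0.53 ± 0.21 (adjusted p = 0.562), 5 genes higher when adjusted over the list alone and a median of 0.0958 (adjusted p = 1.08e-05, and adjusted p = 0.43 with an estimated correlation), 0.104 and 0.194 within the sets. Clock genes, with Rora at 0.30 ± 0.08 (adjusted p = 0.364) and Per1 at 0.30 ± 0.12 (adjusted p = 0.583), had a median of 0.122 and 2 genes higher when adjusted over the list alone (adjusted p = 0.00937, and adjusted p = 0.43 with an estimated correlation), 0.136 within set 1 (adjusted p = 0.021) and 0.114 within set 2 (adjusted p = 0.222). Extracellular matrix genes were lower, with Col3a1 at -0.68 ± 0.23 (adjusted p = 0.459), Col5a1 at -0.47 ± 0.14 (adjusted p = 0.411) and a median of -0.202 (adjusted p = 1.79e-08, and adjusted p = 0.43 with an estimated correlation), -0.295 and -0.0935 within the sets. Without LF_HF replicate 6, whose matrix score was 0.566 against 0.163 in the next array of its group and whose macrophage score was 1.22, the matrix median was -0.138 (adjusted p = 5.38e-06), and that of macrophage markers, which were not called (adjusted p = 0.0594), went from -0.11 to 0.0446. The slow fibre list, with Tnnc1 at -0.90 ± 0.41 (adjusted p = 0.644) and Tpm3 at -0.87 ± 0.33 (adjusted p = 0.514), had a median of -0.393 (adjusted p = 4.09e-07, and adjusted p = 0.43 with an estimated correlation), but -1.17 within set 1 and 0.126 within set 2.

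Smaller shifts on the HF diet were those of oxidative phosphorylation, with Cycs at -0.28 ± 0.24 (adjusted p = 0.854) and Ndufb5 at -0.26 ± 0.19 (adjusted p = 0.818), and of the citrate cycle, with Dld at -0.31 ± 0.25 (adjusted p = 0.841) and Sdhd at -0.30 ± 0.23 (adjusted p = 0.82). Their medians were -0.033 (adjusted p = 0.00212, and adjusted p = 0.43 with an estimated correlation) and -0.0389 (adjusted p = 0.042, and adjusted p = 0.601 with an estimated correlation). Tendon markers, with Chad at -0.28 ± 0.29 (adjusted p = 0.887) and Tnc at -0.19 ± 0.15 (adjusted p = 0.835), had a median of -0.141, and ribosomal proteins, with Rpl22 at 0.16 ± 0.07 (adjusted p = 0.595) and Rps21 at 0.14 ± 0.05 (adjusted p = 0.544), one of 0.0251 (adjusted p = 0.042 for both, and adjusted p = 0.658 for both with an estimated correlation); with the set as a block the adjusted p were 0.0777 and 0.0666, and without LF_HF replicate 6 that of tendon was 0.0825. Within set 1 the calls of the citrate cycle (median -0.0106, adjusted p = 0.488) and ribosomal proteins (0.023, 0.164) ended, and within set 2 those of oxidative phosphorylation (-0.0198, 0.0701), ribosomal proteins (0.0413, 0.528) and tendon, whose median was -0.291 in set 1 and 0.0619 in set 2 (0.597).

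The maternal effects on the 2 diets had 0 called probes in common, since none was called on HF, and their fold changes correlated across probes with r = 0.161 (SE 0.25 from leaving out arrays; rank correlation 0.128), or r = 0.0791 with the set as a block. Some animals of these 2 comparisons shared cages, and without those cages, which left 8 arrays on the HF diet (3 against 5), r was 0.271.

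Whether the maternal diet effect differed between post-weaning diets was tested as an interaction on all 40 arrays. No probe was called by limma, with 647 (5.19%) at an unadjusted p below 0.05, and the test with a spread set by intensity alone called 114. The smallest p belonged to Tppp3, a tubulin polymerisation protein, at -0.48 ± 0.10 (adjusted p = 0.162), followed by Dhdh (0.37), Dhrsx (-0.20), Fam171b (-0.26) and the lipoprotein receptor Vldlr (0.32; adjusted p = 0.908 for each of these 4). The largest differences were uncertain, from the signalling inhibitor Cish at 0.82 ± 0.56, Ccl21a at 0.66 ± 0.24, Hp at 0.63 ± 0.40, Ccl21c at 0.62 ± 0.24 and Ccl21b at 0.60 ± 0.23 to Col3a1 at -1.09 ± 0.33, Tnnc1 at -0.96 ± 0.77, Tpm3 at -0.94 ± 0.60, Myl3 at -0.79 ± 0.56 and Tnni1 at -0.79 ± 0.50 (adjusted p = 0.908 or 0.911). The last 4 are sarcomere proteins of slow fibres, and Ccl21a, Ccl21b and Ccl21c are near-identical chemokine genes, and it was not shown that their probes distinguish them. The Ccl21 levels were highest in LF_LF, at 268.28 ± 153.4 for Ccl21a (SD, n = 10) against 166.73 to 185.27 in the other groups, the group with the 2 arrays high in lymphocyte markers; without the immune-high arrays the Ccl21a difference was 0.35.

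For the interaction 9 lists were called with the preset correlation and none with an estimated one, and 36 of 100 splits called as many. As small a p was had by 2 of the splits for extracellular matrix and ribosomal proteins, 9 for heat shock, 13 for the citrate cycle, 15 for oxidative phosphorylation, 20 for endothelium, 25 for beta-oxidation, 27 for slow fibre and 53 for macrophages. The HF diet and the HF dam together went with lower extracellular matrix genes than the sum of both effects (median -0.277, adjusted p = 2.49e-14, and adjusted p = 0.152 with an estimated correlation; -0.344 within set 1 and -0.133 within set 2; 6 genes lower when adjusted over the list alone). Slow fibre genes had a median of -0.523 (adjusted p = 8.87e-05, and adjusted p = 0.778 with an estimated correlation), but -0.036 within set 1 and -0.675 within set 2. Heat shock genes had a median of -0.11, oxidative phosphorylation of -0.0587 (adjusted p = 3.18e-05 for both, and adjusted p = 0.152 and 0.557 with an estimated correlation), beta-oxidation of -0.0807 and the citrate cycle of -0.0875 (adjusted p = 0.00838 for both, and adjusted p = 0.778 and 0.557 with an estimated correlation). Macrophage markers had a median of -0.156 (adjusted p = 0.0224) and endothelial markers of -0.0839 (adjusted p = 0.039), both with adjusted p = 0.778 with an estimated correlation, and with the set as a block the endothelial list had an adjusted p of 0.113. Ribosomal proteins were higher (median 0.0823, adjusted p = 5.52e-08, and adjusted p = 0.297 with an estimated correlation), by 0.0259 within set 1 and 0.114 within set 2. Within set 1 adjusted p was 0.911 for beta-oxidation, 0.848 for slow fibre, 0.787 for the citrate cycle, 0.638 for heat shock, 0.433 for ribosomal proteins, 0.165 for endothelium and 0.117 for macrophages, and within set 2 it was 0.859 for endothelium, whose median was 0.00516 there, and 0.0585 for macrophages.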

Values the study reported

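The study's design had 40 mice, 10 for every pairing of dam and offspring diets, and genes were counted at a false discovery rate below 5%. In muscle it reported 537 genes that differed by maternal diet in offspring fed the LF diet and 85 in offspring fed the HF diet. For the post-weaning diet it reported 653 genes in muscle of offspring of LF fed dams and 289 in offspring of HF fed dams. Most of the changes it saw in its tissues were of 1.2 to 1.6 fold.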

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

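Chosen only after the result was seen were the tests with the array set as a block, those of the lymph node genes and the inflammation lists, and the definition of the test with a spread set by intensity alone.

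In 20 of 364 groups of 10 or fewer samples, 1 sample lay far from the others, by the ratio of its gap to the nearest sample over the group's range; chance gives about 1 in 20. This concerned 0 of 20 groups of body measures, 14 of 148 of list scores and 6 of 196 of named genes. LF_HF replicate 6 was the highest of its group in the scores of extracellular matrix (ratio 0.548), macrophages (0.72), lymphocytes (0.59), acute phase (0.525) and proliferation (0.912). LF_LF arrays stood out for red blood cells (replicate 6, high, 0.534), skin and hair (replicate 5, high, 0.727), satellite cells (replicate 10, high, 0.566) and immediate early genes (replicate 4, low, 0.473). HF_HF arrays did so for tendon (replicate 1, low, 0.489), smooth muscle (replicate 4, high, 0.638), skin and hair (replicate 2, high, 0.872) and oxidative stress (replicate 1, high, 0.503), and HF_LF replicate 2 for lipogenesis (high, 0.589). Among genes these were Hr (HF_HF replicate 5, high, 0.502), Atp2a2 (HF_HF replicate 8, low, 0.564), Slc1a3 (HF_HF replicate 1, high, 0.587), Gadd45g (LF_HF replicate 4, high, 0.498), Ccl21a (HF_HF replicate 7, low, 0.58) and Tppp3 (HF_LF replicate 1, high, 0.589).

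A difference between the maternal effects on the 2 post-weaning diets was called for 9 lists, as an interaction with the preset correlation and for none with an estimated one. The medians were -0.277 for extracellular matrix, -0.523 for slow fibre, -0.11 for heat shock, -0.0587 for oxidative phosphorylation, -0.0807 for beta-oxidation, -0.0875 for the citrate cycle, -0.156 for macrophages, -0.0839 for endothelium and 0.0823 for ribosomal proteins.

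Other splits of the same arrays, 100 per comparison with the real one included, were fitted in the same way. These splits draw single animals and do not keep cages together. As a draw of animals, chance can be excluded for the number of probes called for the post-weaning diet in sons of LF dams (1 split at the real 521, highest other 96). In this comparison 4 splits reached the 2164 probes at an unadjusted p below 0.05 (highest other 2568). Splits of whole cages were not run for it, and without cage 11 the real split called 59 probes, so that chance at the level of cages was not tested. In sons of HF dams 3 splits had at least the real 45, fewer than the limit of 5, but the highest other had 192. As 5 splits reached the 1417 probes at an unadjusted p below 0.05 (highest other 2511), chance is not excluded in sons of HF dams. For maternal diet on the LF diet 1 split had the real 2 probes (highest other 1), and 14 reached the 1024 probes at an unadjusted p below 0.05 (highest other 1795). That excludes chance, by a margin of 1 probe, only for draws that ignore the array sets: the highest other split correlated with the sets at 0.612, limma called 0 probes with the set as a block (580 at an unadjusted p below 0.05), and leaving out 1 array gave 0 in 6 of 20 cases, so that chance together with the sets is not excluded. At the level of cages chance is not excluded in sons of HF dams, where limma called 0 probes with cage means (989 at an unadjusted p below 0.05) and 1 without cage 23. Cage means ignore the pairing of cages with both diets. The fit that uses it, on 13 arrays, called 19 probes (1894 or 15.2% at an unadjusted p below 0.05), but no splits were run for it. Nor is chance excluded for maternal diet, where the 2 probes called with cage means shared 0 with the main test. For the 0 probes that limma called for maternal diet on the HF diet (highest other split 891) and for the interaction (highest other split 8), all 100 splits have as many by construction, which says nothing about chance. At an unadjusted p below 0.05, 15 splits reached the 903 probes on the HF diet (highest other 2695) and 41 the interaction's 647 (highest other 2113). Whether the splits with 891 and 192 probes reflect a structure of the samples other than diet was not tested. These 2 splits correlated with the array sets at 0.101 in either case and with the slow fibre score at 0.195 and 0.00756, and no source was found. The highest other split for the post-weaning diet in sons of LF dams, with 96 probes, correlated with the sets at 0.436 and with slow fibre at 0.485, that of the interaction at 0.0876 and 0.254, and that of maternal diet on the LF diet with slow fibre at 0.131. The real split correlated with slow fibre at 0.571 in sons of LF dams and 0.231 in sons of HF dams. For maternal diet it did so at 0.377 on HF and 0.0778 on LF. No fit held the slow fibre score, so that a share of unequal slow fibre content in the 521 probes was not separated from diet. Beta-oxidation scores argue against it as the whole source for that list. They were -0.034 or below in every LF_LF array, also in replicate 3 with a slow fibre score of 0.832. In LF_HF they were 0.0405 or above, also in replicates 3 and 9 with slow fibre scores of -0.255 and -0.207. Chance cannot be excluded for the number of lists in any comparison: 79 splits had the real 4 or more for maternal diet on LF (highest other 17), 32 the real 9 on HF (highest other 18), 13 the real 14 for the post-weaning diet in sons of LF dams (highest other 16), 25 the real 10 in sons of HF dams (highest other 18), and 36 the real 9 for the interaction (highest other 16).

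HF_LF and LF_LF differ in their shares of the 2 array sets, with 6 and 2 of 10 arrays in set 1, and 8.21% of probes had an unadjusted p below 0.05 between these groups. With the array set as a block 4.65% did, about what no difference would give, which is consistent with unequal shares of the sets as a source of many of the small p-values. Whether the sets are the whole cause for Map3k6 and Sox13 cannot be decided by this fit. Both genes were picked for the smallest p-values of 12467 probes in the same arrays. A large ratio to the standard error was therefore likely in a second fit of those arrays, whatever the cause. With the block the log2 difference of Map3k6 went from 0.50 ± 0.08 to 0.43 ± 0.08. That of Sox13 went from 0.23 ± 0.04 to 0.20 ± 0.04, which was 4.94 times its standard error. Both calls ended (adjusted p = 0.14 and 0.185). The unadjusted limma p rose from 1.84e-06 to 2.25e-05 for Map3k6 and from 6.66e-06 to 5.95e-05 for Sox13. Maternal diet cannot be told apart from other splits as a source of the 580 probes left below 0.05 with the block: their fold changes correlated with those on the HF diet at r = 0.53, which 5 of 100 splits of the HF-fed arrays reached (highest other 0.69, median -0.0724), and the comparisons share cages 4, 10, 11, 20 and 23. The conditions for and against maternal diet were written before r was seen. They name the array set, which was defined from the data, so that they followed a look at the data. The one for it, r above 95 of the 100 splits, was reached, and so was the one against it, r inside their range. The latter was wrong, since the highest few of 100 also lie inside it and the range forbids nothing. Fewer than 5 splits as high, the limit also used for the other tests of splits, were not reached. The limit used against maternal diet, r at or below their median, was set after r was seen.

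Lymphocyte markers were high in LF_LF replicates 2 and 5, with Cd52 at a mean intensity of 1196 against 143 in the other 38 arrays, Coro1a at 1022 against 172.7 and Cd79b at 386.8 against 71.9; of the list's 20 genes on the array 2 passed the filter in this muscle. Lymph node or fat tissue taken with the muscle may be the source: 6 genes of lymph node stroma and B cells were higher than in the other LF_LF arrays by a median log2 of 1.72, and the white adipocyte score was 0.682 and 0.755 against at most 0.0717. Inflammation of the muscle itself was not removed as a source, since 3 of 3 lists (macrophage, interferon and acute phase) were highest of LF_LF in these arrays, with macrophage scores of 0.165 and 0.612 against at most 0.146. The 0.165 of replicate 2 lay below the 0.423 of HF_HF replicate 1. These lists cannot separate the explanations, because they hold antigen presentation genes such as Cd74, Tap1 and H2-K1 that lymph node tissue would raise too. These explanations stay open together, and no sort of cells was made that would remove either. Without the immune-high arrays, 4 probes were called for maternal diet on the LF diet and 475 for the post-weaning diet in sons of LF dams.

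The number of called probes depends on how the spread is modelled, and a spread set by intensity alone called 202, 174, 628 and 292 probes in the 4 comparisons where limma called 2, 0, 521 and 45. The prediction of over 2 times as many in all 4 was not met, the lowest ratio being 1.21 (sons of LF dams), although the count was higher in each. That the added calls are differences between the diets is argued against as a statement on all 4 comparisons, since up to 14 of 100 splits gave as many by this test (6, 14, 2 and 6). In simulated data without any change the same test called 90 to 115 probes in these comparisons where limma called 0 or 1. Each simulated probe kept its own observed spread, so that these false calls were built in and do not test the model. No biological explanation was tested here.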

How the results depend on the processing

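The fits by array set, with array set and cage, without immune-high arrays, with the replicate number as a block and with a spread set by intensity alone were chosen after seeing the data. Called probes are given in the order maternal diet on LF (2 in the main test), on HF (0), post-weaning diet in sons of LF dams (521), of HF dams (45) and interaction (0). Counts that moved by over 1.5 times were, on LF, 1 without a filter, 5 with a stricter filter, 9 with all 40 arrays in 1 fit, 4 with array weights, 6 with cage as a random block, 4 without immune-high arrays, and 0 with later body weight as a covariate, with the array set as a block, with set and cage, and within set 1 or set 2 (limma, with 982, 580, 532, 435 and 652 probes at an unadjusted p below 0.05). On HF they were 5 with all 40 arrays and 1 with later body weight. In sons of LF dams they were 319 without a filter, 149 with cage means, 108 in cages with both diets, 2 within set 1 and 104 within set 2. In sons of HF dams they were 29 without a filter, 85 with all 40 arrays, 70 with array weights, 0 with cage means (989 at an unadjusted p below 0.05), 19 in cages with both diets, 69 with the array set as a block, also with cage, 3 within set 1 and 1 within set 2. A spread set by intensity alone gave 202 and 174 for maternal diet, 292 in sons of HF dams and 114 for the interaction. Within a set or with cage means fewer samples enter the fit. Cage means of the post-weaning comparisons also treat the means of a cage with both diets as independent. For the other settings the cause was not tested. With cage means the 2 probes called on LF shared 0 with the main test. Normalisation within the pair and all 40 arrays in 1 fit do not apply to the interaction, which uses all arrays already, and were not run for it.

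Replicate numbers, shared by all groups, were checked as a replicate block. Over 10 pairs the correlation of same-numbered arrays' deviations from their group means had medians of 0.0355, -0.0348, -0.128 and 0.142 in the first 4 comparisons (other numbers -0.0225, 0.0163, -0.0173 and -0.0507), and 4, 2, 0 and 1 of 20 arrays correlated best with their own number, so that the numbers do not pair the arrays. With the replicate block 5, 2, 238, 20 and 0 probes were called (650 at an unadjusted p below 0.05 for the interaction), 1, 0, 234 and 16 of them shared with the main test, and 7, 7, 14, 10 and 9 lists, and both post-weaning comparisons shared 12 probes. Cages pair part of the animals across the post-weaning diets, and the fit in cages with both diets is the analysis that uses this.

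Leaving out 1 array gave 0 to 6 probes on LF, 0 to 1 on HF, 337 to 647 in sons of LF dams (lowest without LF_LF replicate 4), 10 to 63 in sons of HF dams (lowest without HF_LF replicate 5) and 0 to 1 for the interaction (1 without LF_HF replicate 1). Leaving out 1 cage gave 0 to 9, 0 to 4, 59 to 545, 1 to 48 and 0 to 1.

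Called lists numbered 4, 9, 14, 10 and 9 in the same order. With an estimated correlation they were 0, 0, 4, 0 and 0, also with the array set as a block. With cage they were 0, 0, 10, 2 and 0, but from unlike tests. For maternal diet, cage means of list scores were permuted exactly, with a smallest possible p of 0.00794 on LF and 0.0286 on HF. Adjusted over 36 lists this leaves little room for a call, and 6 and 0 lists had an unadjusted permutation p below 0.05. The other counts came from a fit of list scores with cage as a random block. The fry test gave 1, 1, 11, 5 and 0. No filter gave 7 on LF, set 2 gave 7 on LF and 5 on HF, the fit without immune-high arrays gave 12 on LF, of which 2 were among the main 4 (the clock and ribosomal lists were lost), and set 1 gave 3 for the interaction. Shared probes of both post-weaning comparisons fell from 23 to 15 without a filter.

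Directions turned within set 1 for Col1a2 on LF (-0.11), for Dld (0.23), Sdhd (0.15), Cycs (0.15) and Ndufb5 (0.16) on HF, for Chad (-0.0063), Fmod (-0.22) and Rpl24 (0.015) in sons of LF dams, for Ndufb4 (0.054) in sons of HF dams and for Tpm3 (0.033) in the interaction. Within set 2 they turned for Tnnc1 (0.12) and Chad (0.37) on HF. In cages with both diets they turned for Chad (-0.055) and Fmod (-0.17) in sons of LF dams and Ddit4 (0.069) in sons of HF dams, and leaving out cage 23 for Ndufb4 (0.012; -0.45 to 0.012 over the cages). Of these only Rpl24 had passed the main test. Lists that turned, with their adjusted p there, were ribosomal proteins on LF (set 1, 0.95), slow fibre (set 2, 0.896) and tendon (set 2, 0.597) on HF, tendon in sons of LF dams (set 1, 0.225) and extracellular matrix in sons of HF dams (set 2, 0.797). The cause was not tested. Over all settings, values of single genes and of the agreement stayed on their side of the test 5507 times, lost it 654 times, gained it 120 times and turned 16 times, and called lists did so 296, 195, 0 and 5 times.

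With 1 value per cage, differences that had passed no longer did: weight at 3 weeks 1.84 g (adjusted permutation p = 0.054), gain by maternal diet -2.22 g on LF (0.054) and -2.42 g on HF (0.0607), in sons of LF dams later weight 5.65 g (0.0607), gain 6.14 g (0.0607) and length 2.38 mm (0.194), and in sons of HF dams 6.53 g, 5.94 g and 4.12 mm (0.054 each). For the post-weaning diet, cages with both diets entered both groups as if independent, so that this test ignored their pairing. Later weights of single mice did not overlap there. They were 27.2 g or above in LF_HF against 26.83 g or below in LF_LF, and 28.44 g or above in HF_HF against 25.82 g or below in HF_LF. The number of cages limits the p that can be reached with 4 against 4 or 5 cages. It does not for weight at 3 weeks (6 against 6, unadjusted permutation p = 0.013) or length in sons of LF dams (unadjusted permutation p = 0.114), for which the cause was not tested. Later weight by maternal diet on HF turned to -0.0613 g. With medians, later weight turned to 0.015 g on LF and -0.555 g on HF and length to -0.5 mm on HF, and glucose on HF passed at -43 mg/dl (adjusted permutation p = 0.0139). Fold changes of dim probes are compressed by the background that the intensities hold.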

Other observations

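The score of slow fibre markers ranged from -1.38 to 0.832 in LF_LF, from -0.255 to 1.09 in LF_HF, from -1.81 to 0.974 in HF_LF and from -0.874 to 0.72 in HF_HF, whereas the SD of the fast fibre score within a group was 0.0461 to 0.0708. Of the 36 lists tested, 20 were called in no comparison. Their smallest adjusted p over the comparisons was 0.0594 for proliferation, the unfolded protein and integrated stress response and interferon, 0.144 for cholesterol synthesis, 0.153 for skin and hair and for DNA methylation and one-carbon metabolism, 0.166 for lipogenesis, 0.194 for nuclear receptors, 0.206 for calcium handling, 0.229 for fast fibre, 0.264 for Schwann cells, 0.266 for red blood cells and glycolysis, 0.325 for acute phase, 0.331 for imprinted genes, insulin signalling, satellite cells and white adipocytes, 0.641 for branched-chain amino acids and 0.663 for oxidative stress.

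The called genes numbered 2 for maternal diet on the LF diet and 0 on the HF diet by limma, where 903 probes had an unadjusted p below 0.05. Both counts are lower than the counts the study gives. For the post-weaning diet the called genes numbered 419 in sons of LF dams and 37 in sons of HF dams. These are also lower than the study's counts. The study's own test and its expression filter were not run here, so that the source of the gap was not tested. The counts do depend on the variance model. With a spread set by intensity alone, a test chosen after seeing the data, 176 and 140 genes were called for maternal diet and 481 and 237 for the post-weaning diet. This model also called 90 to 115 probes in simulated data without any change. Each simulated probe had its own spread, so that these calls were built in and do not test the model. In the real arrays 6, 14, 2 and 6 of 100 splits gave as many calls as the real one. Under that model the count for maternal diet is lower than the study's on the LF diet and higher on the HF diet, and the counts for the post-weaning diet are within 1.5 times of the study's.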
